A study of Synechococcus elongatus PCC 7942 = FACHB-805 with 21 samples. Its data were reported in "Transcriptomic and Phenomic Investigations Reveal Elements in Biofilm Repression and Formation in the Cyanobacterium Synechococcus elongatus PCC 7942" (2022).

How the data were processed

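The data are RNA-Seq counts of 21 libraries of Synechococcus elongatus, 3 for each of 7 groups defined by strain (WT or PilB::Tn5), medium (fresh BG-11 or CM), day (1 or 4) and, for PilB::Tn5 on day 4, culture fraction (planktonic or biofilm). Per the paper, cultures were grown in triplicate bubbled tubes, planktonic cells were taken from the liquid and biofilm was scraped off after the tubes were emptied and rinsed. RNA was extracted with phenol, treated with DNase and depleted of ribosomal RNA, and strand-specific libraries were read on an Illumina instrument from 1 end. The labels and these triplicate cultures are the basis for treating the 3 replicates of a group as separate cultures. The planktonic and biofilm fractions were separated from the same set of cultures, and the labels do not say whether equal numbers mark the same culture.

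The deposited counts come from a pair of pipelines that the authors ran on reads trimmed with Trimmomatic. In the first, the authors aligned reads with Bowtie2, converted the files with SAMtools and BEDTools and counted reads per gene by strand with htseq-count, which gave the raw counts used here for all tests of genes. In the second, Rockhopper 2 with default settings aligned the reads, predicted transcripts and counted them, and its deposited raw counts were used for the predicted RNAs, for coordinates and as an alternative. The versions of these programs and the genome build are not given in the sources used here. The normalized counts of both pipelines were not used here, since those of the first are the raw count divided by 1 factor per library. Positions are those of the deposited tables.

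The first table held 2730 genes, of which 2685 had enough counts to be tested and 45 did not. Libraries held 3887281 to 5815442 counts in the first table and 4635863 to 7318624 in the second, which also held 118 predicted RNAs. Both strains lack the small plasmid pANS, and the 9 loci with an ST32046 identifier had 0 counts. Of 53 loci with an R in their identifier 35 were tested, and of 50 loci of the plasmid pANL 47 were. Replicates differed by far more than counting error, with a chi-square per degree of freedom between 24.2 and 182 for pairs of replicates, and their log2 CPM correlated at 0.963 to 0.990. The first principal component of the log2 CPM held 45.4% of the variance, the second 16.9% and the third 13.4%.

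Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr with its default settings, scaled by TMM and fitted with all 21 libraries and 1 mean per group. Contrasts were tested with edgeR's quasi-likelihood F test, and p values were adjusted by Benjamini-Hochberg over all genes tested, which is meant wherever an adjusted p of a gene is given. A gene with an adjusted p of at most 0.05 is called changed, and genes with an absolute log2 fold change above 1 in addition are those changed by more than 2-fold. The standard error (SE) of a log2 fold change was computed from the dispersion of that fit, and scaled counts (CPM) are given as the mean and SD of the 3 libraries of a group with TMM-scaled library sizes. The contrasts were 10 pairs of groups, the interaction of strain and medium on day 1, the interaction of strain and day in planktonic cells, and a test of any difference over the 7 groups. Predicted RNAs were tested in the same way with all loci of the second table in the fit.

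Genes to be named were fixed by a rule before the data were examined. It holds pilB, pilT, pilC, pilA1.1, pilA1.2, ebfG1 to ebfG4 and pteB in every comparison, the 6 largest rises and the 6 largest falls among changed genes with a mean of at least 1 log2 CPM and no overlap between the groups, up to 4 members of each list described, and genes the study names in its text, partly on these samples. The count tables pair no gene names or products with loci and no other source of products was used here, so that parts of the rule that need a product, and nblA, hliA, hsp20, dnaK, grpE and isiA, were not analysed here. From the 6 largest changes in each direction at most 2 loci are named in the text per comparison, and all are in the result tables. Names are given only to loci that the rule, the lists or the study's text pair with a name.

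Lists of at least 3 tested genes, fixed by locus before the data were examined, were tested with limma's camera at a preset correlation of 0.01, adjusted over lists within a comparison. They are the ebfG-pteB cluster (5 genes), the type IV pilus (21), known biofilm genes outside these (3), competence genes (5), the plasmid pANL (47) and psbA copies (3), the last being what remained of a list of high-light-inducible genes. This gave 60 list tests in the 10 comparisons. The paper describes pteB as transcribed together with the ebfG genes, so the members of that list are not independent and the preset correlation is too low for it. Lists defined by gene name or product, such as those for photosystems or ribosomal proteins, were not analysed here. The R-numbered loci (35) were tested as a list that was added after the data were seen, and its p value was adjusted on its own, which leaves it as it is. Counts of members that passed are given over all genes and adjusted over the list alone. The 3 psbA copies are nearly identical, and the mean counts of Synpcc7942_0893 were 2942 and 8573 in the first and second table and those of Synpcc7942_1389 were 2824 and 16839, so their values are uncertain.

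The alternatives fixed before the data were examined were no filter, a filter of 50 counts in at least 3 libraries, the size factors of DESeq2 (RLE), library totals alone, the replicate number as a block, each replicate left out in turn, only the libraries of the groups compared, the Wald or likelihood ratio test of DESeq2, raw counts of Rockhopper 2, fry and camera with an estimated correlation for lists, and the 2-fold threshold for overlaps. Fits without the R-numbered loci and without the most abundant predicted RNA were added after seeing the data. Whether replicate numbers pair the libraries was checked from the correlation of deviations from group means between same-numbered libraries. This correlation was above 0.1 for all 3 pairs between the strains in CM (lowest 0.439), CM and fresh medium in PilB::Tn5 (0.233) and in WT (0.432), the fractions on day 4 (0.234) and either fraction and PilB::Tn5 on day 1 (0.129 for the biofilm and 0.235 for the planktonic fraction). In these comparisons the blocked value is given beside a result whose call it changes or whose count it moves by more than 1.5 times. The pairing comes from the data and the shared numbers, since the labels do not say what a number stands for.

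The test was checked on simulated counts drawn from the means and library sizes of the real libraries, with 200 genes changed. Of genes changed 2-fold it recovered 73.5% for the strains in fresh medium, 76.0% for CM in PilB::Tn5 and 72.0% for the fractions, and of genes changed 1.5-fold 24.0%, 22.4% and 40.0%. Unchanged genes made up 3.40%, 6.54% and 5.00% of the calls. These shares hold for 200 changed genes and for libraries drawn independently of each other. The adjustment is stricter where few genes change. The recovery of 76.0% and 22.4% therefore does not give the power for CM in PilB::Tn5, where 4 genes changed in the real data. All 20 lists of 10 genes raised 2-fold were called and 0 random lists. The genes of these lists were drawn independently, so this check could not show how often camera calls lists of correlated genes. Overlaps of calls between comparisons with shared controls were set beside 20 simulations of unchanged groups. Real groupings were compared with other splits of the same libraries, 10 for groups of 3 against 3 and 100 for the interactions and the test over all groups.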

Results

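Gene expression was measured by strand-specific RNA-Seq in Synechococcus elongatus, a unicellular freshwater cyanobacterium. The wild type (WT) stays planktonic under the culture conditions used, whereas PilB::Tn5, a strain with a transposon inserted in pilB, forms biofilms. The gene pilB encodes the ATPase that powers extension of the type IV pilus. Cultures were started in fresh BG-11 medium or in conditioned medium (CM), which is spent WT medium that holds a secreted suppressor of biofilm formation. The 21 libraries fell into 7 groups of 3. On day 1 the groups were WT in fresh medium, WT in CM, PilB::Tn5 in fresh medium and PilB::Tn5 in CM. On day 4, all in fresh medium, they were WT, the planktonic fraction of PilB::Tn5 and its biofilm fraction. The libraries held between 3887281 and 5815442 reads counted on genes, and the mean total per group ranged from 4097918 ± 212455 (SD, n = 3) in the biofilm fraction to 5613725 ± 262162 in WT on day 4. Of 2730 genes 2685 were tested.

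Reads on the 53 loci with an R in their identifier, whose products the count tables do not give, made up 17.2% ± 1.29 (SD, n = 3) of the counts in WT and 19.7% ± 1.07 in PilB::Tn5 in fresh medium on day 1. The share was 19.0% ± 1.1 in WT and 20.4% ± 1.21 in PilB::Tn5 in CM. On day 4 it was 28.2% ± 1.86 in WT, 25.8% ± 4.95 in the planktonic fraction and 39.2% ± 3.08 in the biofilm fraction. Per the paper, almost none of the reads aligned by either pipeline mapped to ribosomal RNAs. What the R-numbered loci encode was not examined here. Predicted RNAs took 3.79% ± 1.15 of the second set of counts in WT and 4.64% ± 1.09 in PilB::Tn5 in fresh medium on day 1, and 12.4% ± 4.37 in WT, 11.9% ± 6.44 in the planktonic and 30.8% ± 3.58 in the biofilm fraction on day 4. Loci of the large plasmid pANL took between 0.0936% and 0.187% of the counts in the mean of a group. The 9 loci of the table that carry an ST32046 identifier had a count of 0 in every library.

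The targeted gene was measured first. In fresh medium on day 1, pilB stood at 788 ± 75.6 CPM (scaled counts; SD, n = 3) in WT and at 227 ± 21.4 in PilB::Tn5. In CM the levels were 739 ± 31.5 in WT and 214 ± 14.2 in PilB::Tn5. On day 4, WT held 651 ± 24.8 CPM, the planktonic fraction of PilB::Tn5 197 ± 14.0 and the biofilm fraction 186 ± 19.7. Every PilB::Tn5 library lay below every WT library, which fits the labels. The position of the insertion within pilB was not used here, so that counts over the whole gene check the labels only in part. In the files, pilB lies on the minus strand of the chromosome at 2147525 to 2149525, with pilT at 2146366 to 2147454 and pilC at 2145109 to 2146341 downstream on the same strand.

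**Figure D1:**
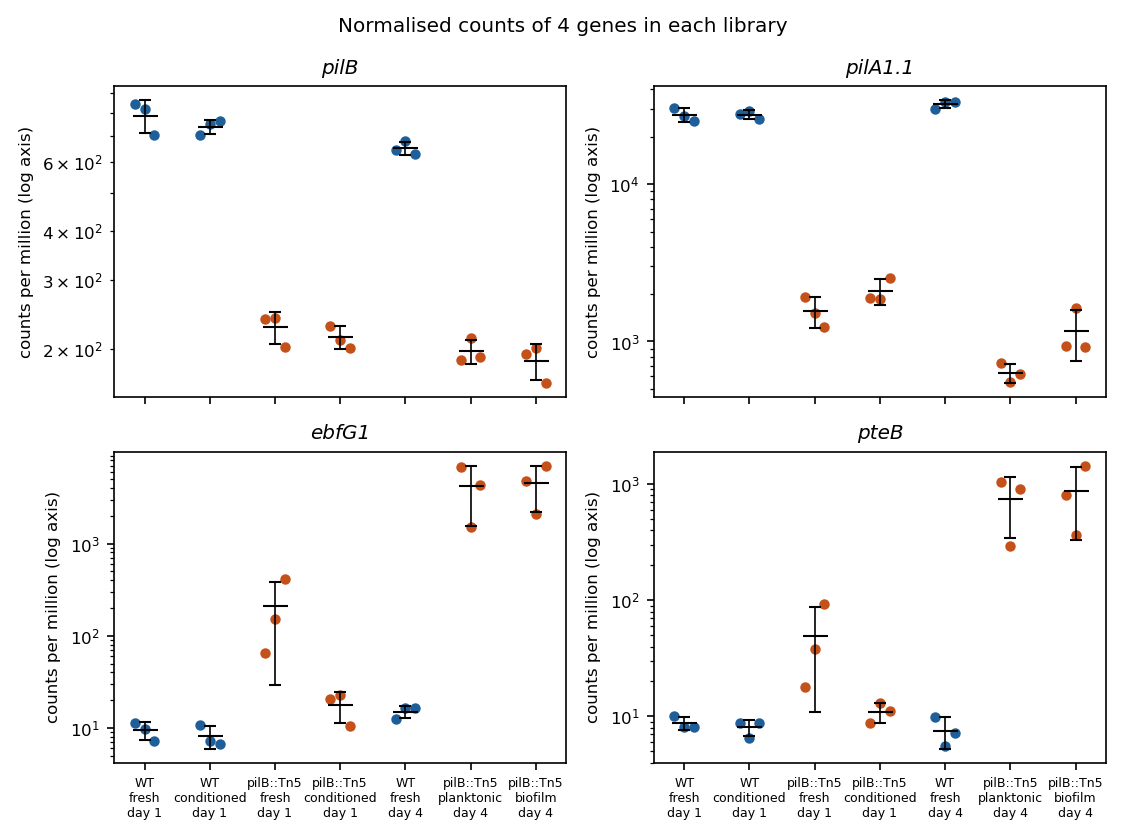
Normalised counts of pilB, pilA1.1, ebfG1 and pteB in each library, in CPM on a log axis, with 1 point per library in 7 groups and bars for the mean ± SD of 3 libraries. All PilB::Tn5 libraries lay below all WT libraries for pilB and pilA1.1, and ebfG1 averaged 4579 in the biofilm fraction against 15.1 in WT on day 4.

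The first comparison, PilB::Tn5 against WT in fresh medium on day 1, asks how the mutation alters transcripts before a biofilm exists. The log2 fold change was -1.80 (SE 0.12, adjusted p = 5.43e-09) for pilB, -5.13 (SE 0.20, adjusted p = 4.90e-12) for the retraction ATPase gene pilT and -4.55 (SE 0.22, adjusted p = 1.02e-10) for pilC, which encodes the pilus platform protein. The major pilin gene pilA1.1 (chromosome, 49550 to 49984) went from 27625 ± 2814 to 1560.2 ± 345 CPM, a log2 fold change of -4.15 (SE 0.24, adjusted p = 8.02e-10), and its neighbour pilA1.2 changed by -1.58 (adjusted p = 2.63e-05). The 4 ebfG genes (chromosome, 1155654 to 1157019), which encode small secreted proteins that enable biofilms, rose by 4.46 (SE 0.66, adjusted p = 0.000171) for ebfG1, 4.78 for ebfG2, 4.24 for ebfG3 and 3.87 for ebfG4, and pteB, which encodes their peptidase transporter, rose by 2.51 (SE 0.57, adjusted p = 0.00746). The level of ebfG1 in PilB::Tn5 varied widely, at 207.7 ± 178 CPM against 9.48 ± 2.10 in WT.

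Several genes of the naming rule were singled out by the study partly on these samples, so that the direction of those genes is not independent evidence. The pilus and ebfG-pteB lists were fixed by locus beforehand, and the paper takes its pilus and biofilm genes from earlier publications. It cites earlier work on the derepression of the ebfG genes in this mutant, so their rise was known before these data. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 367 of the 2685 genes changed in this comparison, 211 up and 156 down, of which 134 did so by more than 2-fold (90 up and 44 down). Of the 21 tested genes of the type IV pilus 7 fell and 2 rose (5 rose and 7 fell adjusted over the list alone). The list moved down as a set (camera, adjusted p = 3.20e-08, and adjusted p = 0.0212 with an estimated correlation), although its median log2 fold change was 0.18 and its mean -0.68. It holds pilB, which the transposon disrupts, with pilT and pilC downstream of it. Its fall between the strains, here and in the comparisons below, is therefore partly built into the mutant. All 5 genes of the ebfG-pteB cluster rose, also when adjusted over the list alone (camera, adjusted p = 4.90e-07, and adjusted p = 0.0840 with an estimated correlation). On the plasmid pANL 8 of 47 genes rose (14 adjusted over the list alone), with camera at adjusted p = 9.07e-06 and adjusted p = 0.185 with an estimated correlation. No member of the lists of other known biofilm genes (ebsA, ebfE and hfq), competence genes, psbA copies and R-numbered loci passed the threshold, and these lists gave p values from 0.165 to 0.601. Among the genes the study names in its text, the sigma factor gene sigF2 was 1.70 higher without passing (adjusted p = 0.0560; 0.0147 with DESeq2, in a range of 0.000463 to 0.226 over its alternatives). The genes with the largest change outside those lists were Synpcc7942_1462 at 4.10 (adjusted p = 8.00e-05) and Synpcc7942_1607 at 4.08 (adjusted p = 0.000963) among those that rose, and Synpcc7942_1890 at -3.84 (adjusted p = 1.09e-08) and Synpcc7942_2483 at -3.06 (adjusted p = 3.82e-10) among those that fell. With only the 6 libraries compared the count of changed genes was 200, and it was 202 without WT replicate 2, 159 without WT replicate 3, 190 without PilB::Tn5 replicate 1 and 181 without PilB::Tn5 replicate 2. Scaled by library totals alone, 112 genes rose and 147 fell, which moved the share that rose from 57.5% to 43.2%.

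A gene for a protein with cyclic di-GMP binding and GAF domains, Synpcc7942_1148, was lower in PilB::Tn5 in fresh medium on day 1 (-1.64, SE 0.50, adjusted p = 0.0347). That call was lost with only the 6 libraries compared, without WT replicate 1 (adjusted p = 0.137) or 2 (0.0637) and without PilB::Tn5 replicate 2 (0.103) or 3 (0.0993), in a range of 0.000176 to 0.137 over its alternatives. The sigma factor gene sigF1 was higher by 1.07 (SE 0.31, adjusted p = 0.0297), a call lost with only the 6 libraries compared, without WT replicate 2 (adjusted p = 0.0709) or 3 (0.156) and without PilB::Tn5 replicate 1 (0.117) or 2 (0.106), in a range of 0.000207 to 0.156.

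**Figure D2:**
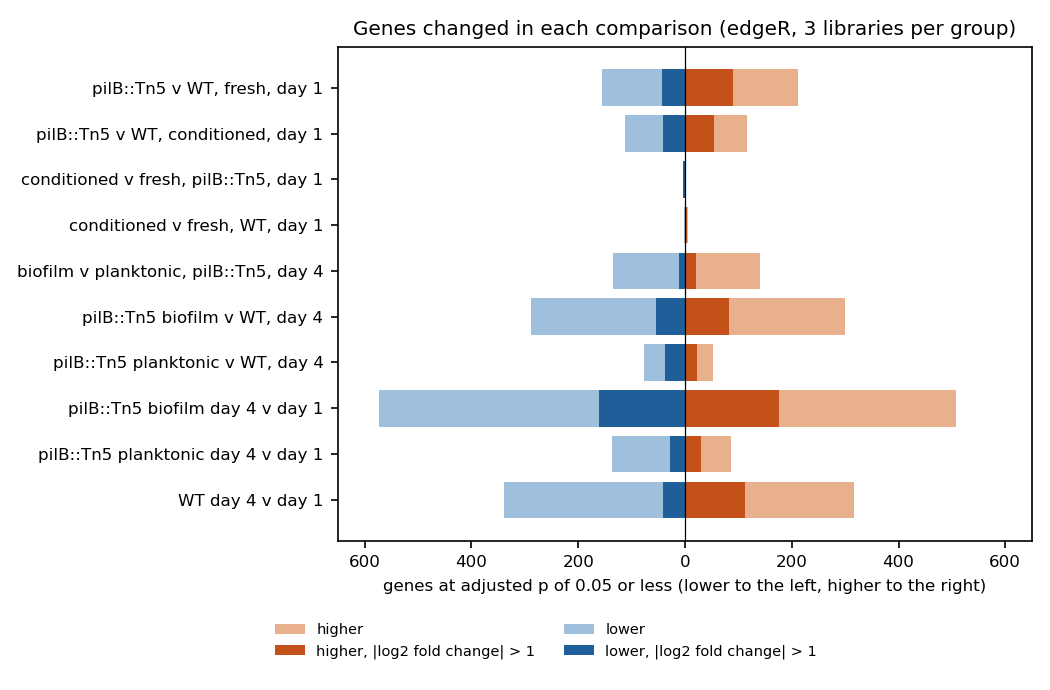
Number of genes at an adjusted p of 0.05 or less in each of 10 comparisons (horizontal axis, genes lower to the left and higher to the right, 3 libraries per group), with darker bars for those that changed by more than 2-fold. The biofilm fraction on day 4 against PilB::Tn5 on day 1 gave 1081 changed genes and the comparisons of CM with fresh medium gave 4 and 7.

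The same strains were compared in CM on day 1, where the suppressor is present. Among the pilus genes that fell were pilB at -1.79 (SE 0.12, adjusted p = 8.84e-09), pilT at -5.32 (adjusted p = 3.17e-12), pilC at -4.60 (adjusted p = 9.01e-11) and pilA1.1 at -3.72 (SE 0.24, adjusted p = 4.17e-09). The gene pilA1.2 changed by -1.30 (adjusted p = 0.000269). None of the 5 genes of the ebfG-pteB cluster passed the threshold in CM, where their median log2 fold change was 0.82 (camera, adjusted p = 0.308). Of the 21 pilus genes 7 fell and 3 rose, the same counts as adjusted over the list alone, and the set moved down (camera, adjusted p = 2.71e-11, and adjusted p = 0.00681 with an estimated correlation). On pANL 9 of 47 genes rose (13 adjusted over the list alone), with camera at adjusted p = 6.18e-05 and adjusted p = 0.345 with an estimated correlation. No gene of the 4 remaining lists passed, although hfq did when adjusted over the list alone, and these lists gave p values from 0.468 to 0.883.

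With edgeR 229 genes changed between the strains in CM, 116 up and 113 down, of which 97 by more than 2-fold (55 up and 42 down). With the replicate number as a block, 592 genes changed. The block also brought sigF2 (log2 fold change 1.38, adjusted p = 0.00395), sigF1 (0.82, adjusted p = 0.00261), hfq (Synpcc7942_1926; -0.55, adjusted p = 0.0457), Synpcc7942_2096 (-1.05, adjusted p = 0.00337) and the psbA copy Synpcc7942_1389 (-0.74, adjusted p = 0.0144) past the threshold. Synpcc7942_1148 was lower at -1.96 (SE 0.50, adjusted p = 0.0208), a call lost without WT replicate 1 (adjusted p = 0.0657) and without PilB::Tn5 replicate 1 (0.0522), 2 (0.0660) or 3 (0.0619), in a range of 4.30e-05 to 0.0660 over its alternatives. Among the genes fixed beforehand for naming, Synpcc7942_0907 rose by 1.71 (adjusted p = 0.0141), a call lost with only the 6 libraries compared, without WT replicate 3 (adjusted p = 0.0753) and without PilB::Tn5 replicate 3 (0.0687), in a range of 0.000907 to 0.0753. Among genes that fell, Synpcc7942_1890 changed by -3.31 (adjusted p = 7.85e-08) and Synpcc7942_2068, which lies next to pilC, by -2.96 (adjusted p = 2.84e-10). With only the 6 libraries compared 124 genes changed, and 143 did without WT replicate 2, 118 without WT replicate 3, 130 without PilB::Tn5 replicate 1 and 140 without PilB::Tn5 replicate 2. Scaled by library totals alone 60 genes rose and 129 fell, and the share that rose went from 50.7% to 31.8%.

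Between CM and fresh medium in PilB::Tn5 on day 1, the genes that passed over all genes with edgeR were the 4 ebfG genes. All 4 fell, with -3.54 (SE 0.63, adjusted p = 0.0173) for ebfG1, -4.04 (SE 0.69) for ebfG2, -3.85 (SE 0.64) for ebfG3 and -3.54 (SE 0.63) for ebfG4 at the same adjusted p. The mean level of ebfG1 was 17.9 ± 6.57 CPM in CM and 207.7 ± 178 in fresh medium. The log2 fold change of pteB was -2.18 with an adjusted p of 0.419, which was 0.0142 with DESeq2 in a range of 0.0142 to 1.000 over its alternatives. The cluster moved down as a set (camera, adjusted p = 2.31e-27, and adjusted p = 0.000822 with an estimated correlation), with 5 of 5 genes past the threshold when adjusted over the list alone. With fry the adjusted p of this list was 0.00633. No gene of the pilus list or of the 5 remaining lists passed, and pANL moved up as a set at adjusted p = 0.0237 that became adjusted p = 0.592 with an estimated correlation. The remaining lists gave p values from 0.149 to 0.567. Among them the R-numbered loci were at 0.188 by camera and at 0.0152 under library totals alone. In all 4 genes changed with edgeR and 7 with DESeq2, and 117 genes had an unadjusted p under 0.05. With Rockhopper 2 as the source of counts 5 genes changed, of which 1 rose, and without fresh medium replicate 1 the count was 6, of which 2 rose. The count was 0 with only the 6 libraries compared, without fresh medium replicate 3 (adjusted p from 0.122 to 0.134 for the 4 genes) and without CM replicate 1 (0.128), 2 (0.123 to 0.126) or 3 (0.202), and the adjusted p of ebfG1 ranged over 1.31e-07 to 0.480 among its alternatives.

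In WT, 7 genes changed between CM and fresh medium on day 1, 5 up and 2 down, of which 3 rose by more than 2-fold. The largest rises were in Synpcc7942_1120, at 1.84 (SE 0.27, adjusted p = 0.00716), and Synpcc7942_1606, at 1.29 (SE 0.23, adjusted p = 0.0264). The 2 that fell were Synpcc7942_0649, at -0.66 (adjusted p = 0.0350), and Synpcc7942_0823, at -0.66 (adjusted p = 0.0350). No gene of the ebfG-pteB cluster, the pilus list or the 5 remaining lists passed over all genes, and 1 pilus gene passed upward when adjusted over the list alone. The plasmid pANL and the R-numbered loci moved up as sets at adjusted p = 0.0134 and adjusted p = 0.000160, which became adjusted p = 0.977 and adjusted p = 0.191 with an estimated correlation, and the other lists gave adjusted p from 0.499 to 0.961. Blocked by replicate number 106 genes changed, 19 of them by more than 2-fold, and Synpcc7942_0906 passed (log2 fold change 1.79, adjusted p = 0.0194). The count was 48 with DESeq2, 12 of these by more than 2-fold, and 0 when scaled by library totals alone or with only the 6 libraries compared. It was 4 without fresh medium replicate 1, 0 without fresh medium replicate 2 or 3, 1 without CM replicate 1 or 2 and 2 without CM replicate 3, so that each of the 4 genes named here lost its call in several of these fits, with adjusted p over all alternatives of 2.58e-07 to 0.124 for Synpcc7942_1120, 2.13e-05 to 0.245 for Synpcc7942_1606, 6.01e-05 to 0.271 for Synpcc7942_0649 and 0.000463 to 0.201 for Synpcc7942_0823.

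Whether the strains responded differently to CM was tested as an interaction. No gene (0) passed with edgeR and 62 had an unadjusted p under 0.05. With DESeq2 5 passed, among them ebfG1 to ebfG4 (adjusted p from 0.0322 to 0.0410), in a range of 0.0322 to 1.00 over the alternatives of these genes. The largest differences among named genes were in ebfG1 to ebfG4, between -3.25 and -3.74 on the log2 scale, each at an adjusted p of 0.695. As a set the ebfG-pteB cluster responded differently, with a median difference of -3.35 (camera, adjusted p = 2.41e-20, and adjusted p = 0.00330 with an estimated correlation) and 5 of 5 genes lower when adjusted over the list alone. With fry the adjusted p was 0.0496. Genes that are transcribed together come close to a single measurement, so the camera value at the preset correlation overstates the evidence. The R-numbered loci differed by a median of -0.26 (adjusted p = 0.00280, and adjusted p = 0.294 with an estimated correlation).

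On day 4 the biofilm fraction of PilB::Tn5 was compared with the planktonic fraction of the same cultures. The 5 genes of the ebfG-pteB cluster did not pass, with a median log2 fold change of 0.18 (camera, adjusted p = 0.914), and ebfG1 stood at 4579 ± 2408 CPM in the biofilm and 4218 ± 2651 in the planktonic fraction. In the pilus list 4 genes rose and 5 fell (6 and 6 adjusted over the list alone), and the set had no direction (camera, adjusted p = 0.914). The secretin gene pilQ (chromosome, 2526976 to 2529291) was lower at -0.88 (SE 0.20, adjusted p = 0.0124), and pilA1.1 was higher at 0.88 (SE 0.22, adjusted p = 0.0176). The gene for the sigma factor SigD (chromosome, 666887 to 667849) was higher at 1.2 (SE 0.28, adjusted p = 0.0138), from 48.2 ± 4.30 to 111 ± 51.4 CPM. All 3 calls were lost with only the 6 libraries compared. The call of pilQ was also lost without planktonic replicate 2 (adjusted p = 0.0600) or 3 (0.0643) and without biofilm replicate 2 (0.0704), that of pilA1.1 without planktonic replicate 2 (0.0827) or 3 (0.0666) and without biofilm replicate 2 (0.137, at a log2 fold change of 0.53), and that of sigD without planktonic replicate 3 (0.0643) and without biofilm replicate 2 (0.110, at a log2 fold change of 0.74). Over their alternatives the adjusted p ranged over 0.000445 to 0.130 for pilQ, 0.00173 to 0.137 for pilA1.1 and 0.00146 to 0.122 for sigD.

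Between the fractions 276 genes changed, 141 up and 135 down, of which 32 by more than 2-fold (20 up and 12 down). Synpcc7942_0900 had the largest rise, from 125 ± 101 to 1325 ± 577 CPM (3.41, SE 0.65, adjusted p = 0.00573), and Synpcc7942_1239 the largest fall, at -1.37 (SE 0.16, adjusted p = 0.000203). Their adjusted p was 0.0681 and 0.0526 with only the 6 libraries compared, in ranges of 1.60e-05 to 0.0681 and 9.71e-14 to 0.0526 over their alternatives. The share of counts on the R-numbered loci, 39.2% against 25.8%, and that of predicted RNAs, 30.8% against 11.9%, moved with these groups, and without these loci, an alternative added after the data were seen, 275 genes changed. Of the list, 2 of the 35 tested R-numbered loci rose (0 adjusted over the list alone), at adjusted p = 0.0620 by camera, adjusted p = 0.0365 with the block, adjusted p = 0.00262 under library totals alone and adjusted p = 0.506 with an estimated correlation. No gene of pANL, of the competence genes or of the psbA copies passed (adjusted p = 0.914 for each list). Of the other known biofilm genes ebfE passed only when adjusted over the list alone (list adjusted p = 0.914). With the replicate number as a block 666 genes changed, and ebfE (log2 fold change 0.45, adjusted p = 0.0101), pilA1.2 (0.51, adjusted p = 0.0319) and Synpcc7942_0906 (1.1, adjusted p = 0.0428) passed. With only the 6 libraries compared 6 genes changed, and the count was 550 without planktonic replicate 1, 66 without planktonic replicate 2, 76 without planktonic replicate 3, 170 without biofilm replicate 1, 53 without biofilm replicate 2 and 172 without biofilm replicate 3, with 92 genes above 2-fold without planktonic replicate 1 and 15 without biofilm replicate 2. Scaled by library totals alone 48 genes rose and 247 fell, 67 by more than 2-fold, and the share that rose went from 51.1% to 16.3%.

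The biofilm fraction was also compared with WT of the same day. The ebfG genes rose by 8.25 (SE 0.76, adjusted p = 4.35e-07) for ebfG1, 8.62 for ebfG2, 8.39 for ebfG3 and 7.88 for ebfG4, and pteB by 6.85 (SE 0.66, adjusted p = 6.84e-07). Pilus genes that fell included pilB at -1.81 (adjusted p = 7.55e-09), pilT at -5.22, pilC at -4.44, pilA1.1 at -4.80 (SE 0.25, adjusted p = 2.31e-10) and pilA1.2 at -2.43. The gene sigD rose by 1.61 (SE 0.28, adjusted p = 0.000678). All 5 genes of the ebfG-pteB cluster passed, also adjusted over the list alone (camera, adjusted p = 3.53e-16, and adjusted p = 0.00920 with an estimated correlation). Of the 21 pilus genes 7 fell and 4 rose (7 and 5 adjusted over the list alone; camera, adjusted p = 1.97e-08, and adjusted p = 0.0103 with an estimated correlation). For pANL 9 of 47 genes rose (8 adjusted over the list alone), at adjusted p = 0.0127 and adjusted p = 0.601 with an estimated correlation. No member of the competence, psbA or other known biofilm lists passed (adjusted p from 0.824 to 0.847), and of the R-numbered loci 1 rose and 1 fell (0 and 0 adjusted over the list alone; adjusted p = 0.694).

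In this comparison 587 genes changed, 299 up and 288 down, of which 136 by more than 2-fold (82 up and 54 down). The R-numbered loci took 39.2% of the counts in the biofilm fraction and 28.2% in WT and the predicted RNAs 30.8% and 12.4%, and 589 genes changed without these loci, which were left out only after the data were seen. Outside the lists Synpcc7942_1132, which lies beside pteB, rose by 5.45 (adjusted p = 1.11e-07), and Synpcc7942_1890 and Synpcc7942_1821 fell by 4.07 (adjusted p = 7.67e-09) and 3.55 (adjusted p = 8.97e-07) on the log2 scale. Synpcc7942_0906 was higher at 1.74 (adjusted p = 0.0224), a call lost without WT replicate 3 (adjusted p = 0.10) and without biofilm replicate 2 (0.0654), in a range of 0.00156 to 0.10 over its alternatives. The number of changed genes was 314 without WT replicate 3 and 365 without biofilm replicate 2. Scaled by library totals alone 151 genes rose and 336 fell, and the share that rose went from 50.9% to 31.0%.

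The planktonic fraction of PilB::Tn5 was compared with WT on day 4 as well. The ebfG genes rose by 8.13 (SE 0.76, adjusted p = 4.80e-07) for ebfG1, 8.48 for ebfG2, 8.21 for ebfG3 and 7.69 for ebfG4, and pteB by 6.62 (adjusted p = 9.64e-07). The gene pilA1.1 changed by -5.68 (SE 0.26, adjusted p = 3.99e-11), pilA1.2 by -2.94, pilT by -4.89, pilC by -4.37 and pilB by -1.73 (adjusted p = 8.44e-09). All 5 genes of the ebfG-pteB cluster rose, also adjusted over the list alone (camera, adjusted p = 8.98e-24, and adjusted p = 0.00167 with an estimated correlation). Of the 21 pilus genes 7 fell and 1 rose (7 and 5 adjusted over the list alone), and the set moved down (camera, adjusted p = 3.12e-13, and adjusted p = 0.00172 with an estimated correlation) with a median log2 fold change of 0.24 and a mean of -0.85. On pANL 3 of 47 genes rose (4 adjusted over the list alone) with the list at adjusted p = 0.0610, which was 0.0488 when scaled by library totals alone and 0.814 with an estimated correlation, and of the R-numbered loci 1 fell, also adjusted over the list alone (adjusted p = 0.201). No other list had a member past the threshold (adjusted p from 0.722 to 0.888). In total 128 genes changed, 52 up and 76 down, of which 61 by more than 2-fold (23 up and 38 down), among them Synpcc7942_1132 at 5.51 (adjusted p = 8.21e-08), Synpcc7942_1890 at -4.29 (adjusted p = 3.48e-09) and Synpcc7942_1821 at -3.62 (adjusted p = 7.60e-07). With only the 6 libraries compared 42 genes changed, and 84 did without WT replicate 1 and 85 without WT replicate 3.

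Over time, PilB::Tn5 in fresh medium on day 1 was compared with each day 4 fraction. In the biofilm fraction ebfG1 rose by 4.46 (SE 0.64, adjusted p = 4.68e-05), ebfG2 by 4.40, ebfG3 by 4.43, ebfG4 by 4.36 and pteB by 4.14 (SE 0.57, adjusted p = 3.63e-05). The gene ebfE, which encodes a putative processing peptidase of the secretion system, rose by 0.60 (adjusted p = 0.00528), and sigD rose by 1.63 (SE 0.28, adjusted p = 0.000268). The pilus genes pilP and pilQ fell, at -1.30 (adjusted p = 1.73e-06) and -1.49 (adjusted p = 2.84e-05). Of the 3 copies of psbA, which encodes the D1 protein of photosystem II, Synpcc7942_0424 changed by -0.93 (adjusted p = 0.000140). Its mean counts were close in the first and second set of counts, at 116825 and 128513, while the values of the other 2 copies are uncertain. All 5 ebfG-pteB genes rose, also adjusted over the list alone (camera, adjusted p = 4.07e-06, and adjusted p = 0.201 with an estimated correlation). The pilus list had 5 genes that rose and 6 that fell (6 and 7 adjusted over the list alone; camera, adjusted p = 0.519), of the psbA copies 2 fell, also adjusted over the list alone (0.237), of pANL 7 rose and 5 fell, also adjusted over the list alone (0.237), of the other known biofilm genes 1 rose, also adjusted over the list alone (0.40), of the competence genes 1 rose (0 adjusted over the list alone; 0.353), and of the R-numbered loci 3 rose and 1 fell (2 and 1 adjusted over the list alone; adjusted p = 0.447).

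This comparison gave 1081 changed genes, 508 up and 573 down, of which 339 by more than 2-fold (177 up and 162 down). The R-numbered loci took 39.2% of the counts in the biofilm fraction and 19.7% on day 1 and the predicted RNAs 30.8% and 4.64%, and 1093 genes changed without these loci, again left out only after the data were seen. Synpcc7942_1661 rose by 4.45 (SE 1.04, adjusted p = 0.00276), and Synpcc7942_2043 fell by 2.78 (adjusted p = 0.000437) and Synpcc7942_0855 by 2.56 (adjusted p = 0.00126) on the log2 scale. With the replicate number as a block pilB passed at -0.29 (adjusted p = 0.0199; 0.0609 without the block), as did sigF1 (-0.73, adjusted p = 0.00158), Synpcc7942_1148 (1.06, adjusted p = 0.00173) and Synpcc7942_2096, whose protein has the same domains as that of Synpcc7942_1148 (1.08, adjusted p = 0.000680). The call of pilA1.2 (-0.55, adjusted p = 0.0316) was lost with only the 6 libraries compared, without day 1 replicate 1 (adjusted p = 0.126) or 2 (0.0908) and without biofilm replicate 1 (0.111) or 3 (0.114), in a range of 0.00203 to 0.126 over its alternatives. Scaled by library totals alone 345 genes rose and 602 fell, and the share that rose went from 47.0% to 36.4%.

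In the planktonic fraction ebfG1 rose by 4.34 (SE 0.63, adjusted p = 0.000604), ebfG2 by 4.27, ebfG3 by 4.25, ebfG4 by 4.17 and pteB by 3.91 from day 1 to day 4. The pilin genes fell further, pilA1.1 by 1.30 (SE 0.22, adjusted p = 0.00102) and pilA1.2 by 1.06 (SE 0.20, adjusted p = 0.00235) on the log2 scale, and pilP changed by -0.73 (adjusted p = 0.00161). All 5 ebfG-pteB genes passed, also adjusted over the list alone (camera, adjusted p = 3.92e-14, and adjusted p = 0.0141 with an estimated correlation). Of the 21 pilus genes 1 rose and 3 fell (1 and 5 adjusted over the list alone; camera, adjusted p = 0.155). Of the psbA copies 1 fell, also adjusted over the list alone (camera, adjusted p = 0.0349, and adjusted p = 0.165 with an estimated correlation). Of pANL 1 gene fell (0 adjusted over the list alone; adjusted p = 0.245), of the R-numbered loci 1 fell, also adjusted over the list alone (adjusted p = 0.534), ebsA and hfq of the other known biofilm genes passed only when adjusted over the list alone (adjusted p = 0.154), and no competence gene passed (adjusted p = 0.154). The R-numbered loci took 25.8% of the counts in the planktonic fraction and 19.7% on day 1, and the predicted RNAs 11.9% and 4.64%. In all 223 genes changed, 87 up and 136 down, of which 58 by more than 2-fold (30 up and 28 down). Among these Synpcc7942_1392 changed by 3.98 (adjusted p = 0.000862), Synpcc7942_0855 by -2.77 (adjusted p = 0.00373) and Synpcc7942_2043 by -2.65 (adjusted p = 0.00284).

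Blocked by replicate number 601 genes changed between the planktonic fraction and day 1, 105 of them by more than 2-fold. The block brought pilQ (log2 fold change -0.61, adjusted p = 0.0222), Synpcc7942_1148 (0.72, adjusted p = 0.0424), Synpcc7942_0906 (-1.40, adjusted p = 0.0160) and the psbA copy Synpcc7942_1389 (-0.80, adjusted p = 0.00994) past the threshold. With only the 6 libraries compared no gene passed with edgeR (0 genes, against 476 with an unadjusted p under 0.05 in that fit), and the adjusted p there was 0.0502 for ebfG1 and pilA1.1 in ranges of 5.27e-13 to 0.0502 and 4.14e-07 to 0.0502 over their alternatives. The count was 144 without day 1 replicate 1 and 98 without day 1 replicate 2, and genes above 2-fold numbered 31 without day 1 replicate 2. Scaled by library totals alone 90 genes rose and 66 fell, and the share that rose went from 39.0% to 57.7%.

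WT was compared between day 4 and day 1 in fresh medium to follow the ageing of the culture without biofilm. No gene of the ebfG-pteB cluster passed (median 0.35; camera, adjusted p = 0.751), and pilB was at -0.27 (adjusted p = 0.0973). The pilus genes pilP and pilQ fell by 0.75 (adjusted p = 0.000827) and 0.96 (adjusted p = 0.00330) on the log2 scale, and the psbA copy Synpcc7942_0424 changed by -0.80 (adjusted p = 0.00159). Of the 21 pilus genes 3 rose and 5 fell (6 and 6 adjusted over the list alone; camera, adjusted p = 0.751). On pANL 11 of 47 genes rose and 2 fell (12 and 2 adjusted over the list alone), with camera at adjusted p = 0.00114 and adjusted p = 0.482 with an estimated correlation. The psbA copies had 2 that fell, also adjusted over the list alone (adjusted p = 0.111), and no competence gene (0.284) or other known biofilm gene (0.751) passed. Of the R-numbered loci 3 rose and 1 fell (1 and 0 adjusted over the list alone; adjusted p = 0.0430, and adjusted p = 0.471 with an estimated correlation), and they took 28.2% of the counts on day 4 and 17.2% on day 1, with 12.4% and 3.79% for predicted RNAs, and 303 genes rose and 369 fell when they were left out, a choice made after the data were seen. In total 655 genes changed, 316 up and 339 down, of which 154 by more than 2-fold (113 up and 41 down). Synpcc7942_1462 rose by 3.36 (SE 0.55, adjusted p = 0.000543), and Synpcc7942_2043 and Synpcc7942_1630 fell by 2.34 (adjusted p = 0.00363) and 2.24 (adjusted p = 3.12e-08) on the log2 scale. With only the 6 libraries compared 404 genes changed and with library totals alone 421. The count was 280 without day 1 replicate 2, 296 without day 1 replicate 3 and 293 without day 4 replicate 2, and genes above 2-fold numbered 250 without day 1 replicate 1, 95 without day 1 replicate 2, 89 without day 1 replicate 3 and 88 without day 4 replicate 2.

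Whether planktonic PilB::Tn5 changed differently from WT between day 1 and day 4 was tested as an interaction. The secreted protein genes rose more in PilB::Tn5, with a difference on the log2 scale of 3.67 (SE 0.84, adjusted p = 0.0393) for ebfG1, 3.96 (adjusted p = 0.0317) for ebfG3, 3.83 (adjusted p = 0.0326) for ebfG4 and 4.11 (SE 0.80, adjusted p = 0.0141) for pteB, while ebfG2 at 3.70 did not pass (adjusted p = 0.0562). The pilin genes differed in the other direction, with -1.53 (SE 0.30, adjusted p = 0.0174) for pilA1.1 and -1.35 (SE 0.28, adjusted p = 0.0211) for pilA1.2. The cluster differed as a set (median 3.83; camera, adjusted p = 3.19e-14, and adjusted p = 0.0142 with an estimated correlation), with 4 of 5 genes past the threshold and 5 of 5 adjusted over the list alone. In total 28 genes passed, 7 with a higher and 21 with a lower change in PilB::Tn5, 27 of them by more than 1 on the log2 scale. DESeq2 gave 55, and 7 passed with only the 12 libraries compared. The count was 16 without WT day 1 replicate 2, 14 without WT day 1 replicate 3, 12 without PilB::Tn5 day 1 replicate 1, 14 without PilB::Tn5 day 1 replicate 2, 17 without WT day 4 replicate 2, 16 without WT day 4 replicate 3, 65 without planktonic day 4 replicate 1 and 13 without planktonic day 4 replicate 3.

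All 6 of these calls were lost in at least 2 alternatives, and no difference reversed. The call of pteB was lost with only the 12 libraries compared (adjusted p = 0.0740) and without PilB::Tn5 day 1 replicate 2 (0.0543), and that of pilA1.1 without WT day 1 replicate 2 (adjusted p = 0.0552) or 3 (0.0656), PilB::Tn5 day 1 replicate 1 (0.0694) and planktonic day 4 replicate 3 (0.0595). The call of pilA1.2 was lost with only the 12 libraries compared (adjusted p = 0.109) and without WT day 1 replicate 2 (0.0605) or 3 (0.0748), PilB::Tn5 day 1 replicate 1 (0.0846) or 2 (0.0743), WT day 4 replicate 2 (0.0604) and planktonic day 4 replicate 2 (0.0573) or 3 (0.0710). That of ebfG1 was lost with only the 12 libraries compared (adjusted p = 0.131) and without WT day 1 replicate 1 (0.0714), 2 (0.0908) or 3 (0.0748), PilB::Tn5 day 1 replicate 1 (0.0902) or 2 (0.131), WT day 4 replicate 1 (0.104), 2 (0.0865) or 3 (0.0899) and planktonic day 4 replicate 1 (0.0562) or 3 (0.0834). Those of ebfG3 and ebfG4 were lost with only the 12 libraries compared (adjusted p = 0.107 and 0.117) and without WT day 1 replicate 2 (0.0668 and 0.0740), 3 (0.0779 and 0.0760), PilB::Tn5 day 1 replicate 1 (0.0664 and 0.0670), 2 (0.101 and 0.105), WT day 4 replicate 1 (0.0749 and 0.0809), 2 (0.0709 and 0.0813), 3 (0.0699 and 0.0731) or planktonic day 4 replicate 3 (0.0710 and 0.0789). Over its alternatives the adjusted p ranged over 3.82e-06 to 0.0740 for pteB, 0.000148 to 0.0694 for pilA1.1, 0.000291 to 0.109 for pilA1.2, 0.000270 to 0.131 for ebfG1, 6.66e-05 to 0.107 for ebfG3 and 0.000110 to 0.117 for ebfG4. For ebfG2 it ranged over 0.00491 to 0.184, and this gene passed in 4 of 21 alternatives, among them DESeq2 (0.00491). The gene sigF1 differed by -0.82 without passing (adjusted p = 0.463) and passed in 1 of 21 alternatives (0.0394).

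Over all 7 groups 1592 genes, 59.3% of those tested, differed in at least 1 group, and 1560 changed in at least 1 of the 10 comparisons, 534 of them by more than 2-fold. The genes called in the 2 strain comparisons on day 1, which share no library, overlapped. Of the genes that rose 93 were called in both media, where 9.12 would be shared by independent lists, and of those that fell 80 were, where 6.57 would be, with a correlation of the fold changes of 0.857. The response to CM had no gene in common between the strains with edgeR (0 genes, from 4 and 7 calls, with 117 and 287 genes at an unadjusted p under 0.05), although the fold changes of all genes correlated at 0.469 between the strains, which share no library there. Of the genes higher in PilB::Tn5 on day 1, 83 also rose in WT over time (24.8 for independent lists), and of those lower 42 also fell (19.7). These comparisons share the WT libraries of day 1. Groups simulated without any effect have hardly any calls to share, so that their overlap of 0 in 20 simulations sets no bound on what shared libraries add. The covariance of the fold changes was 0.189, against 0.0374 for simulated groups, while their correlation was 0.503 against 0.498 simulated. Against the shared WT libraries of day 4, 43 genes rose in both PilB::Tn5 fractions (5.79 for independent lists) and 63 fell (8.15), with a covariance of 0.319 against 0.0368 simulated and a correlation of 0.789 against 0.481. Against PilB::Tn5 on day 1, 81 rose in both fractions (16.5) and 132 fell (29.0), with a covariance of 0.326 against 0.0394 simulated and a correlation of 0.834 against 0.506. Groups of 3 cannot be split into parts of at least 2 libraries, so part of each excess may come from the shared controls. Groups of 3 against 3 fail to overlap for 10% of genes by chance, and here they did not overlap for between 221 genes (8.23%, CM against fresh medium in PilB::Tn5) and 1460 genes (54.4%, biofilm fraction against PilB::Tn5 on day 1).

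The second count table held 118 RNAs predicted from the reads outside annotated genes, of which 39 were antisense to an annotated gene. Of these RNAs 99 changed over the 7 groups. Between the strains 30 changed in fresh medium (20 up and 10 down) and 21 in CM (12 up and 9 down), and 38 in CM with the replicate number as a block. CM changed 1 in PilB::Tn5, which fell, and 0 in WT with edgeR, where 18 had an unadjusted p under 0.05 and 6 passed with the block. Between the biofilm and planktonic fractions 24 changed (9 up and 15 down), and 48 with the block. Against WT on day 4, 46 changed in the biofilm (16 up and 30 down) and 17 in the planktonic fraction (5 up and 12 down). Against PilB::Tn5 on day 1, 72 changed in the biofilm (32 up and 40 down) and 26 in the planktonic fraction (11 up and 15 down), the latter 56 with the block. In WT over time 61 changed (41 up and 20 down). Without the most abundant predicted RNA, left out after the data were seen, 24 changed between the fractions, 45 in the biofilm against WT, 73 in the biofilm over time and 61 in WT over time. The interaction of strain and day gave 1 and that of strain and medium 0 with edgeR (4 at an unadjusted p under 0.05).

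The predicted RNA with the largest rise in PilB::Tn5 lay within pilB on the opposite strand, at 2148249 to 2148476 of the chromosome, with a length of 228 nt. It averaged 0.769 CPM ± 0.262 (SD, n = 3) in WT and 251 ± 6.51 in PilB::Tn5 in fresh medium on day 1, a log2 fold change of 8.34 (SE 0.31, adjusted p = 1.95e-12). In CM the log2 fold change was 8.90, and on day 4 it was 7.37 in the biofilm and 7.58 in the planktonic fraction against WT. The gap between pilB and pilT held an RNA on the minus strand (2147455 to 2147524) that fell by 7.40 in fresh medium and by 7.73 in CM on the log2 scale. Between ebfG1 and ebfG2, an RNA at 1156695 to 1156737 on the minus strand changed by 4.84 in PilB::Tn5 against WT in fresh medium, by -3.74 in CM against fresh medium in PilB::Tn5 (adjusted p = 0.0360) and by 8.07 in the planktonic fraction against WT on day 4. These 3 RNAs were singled out by their position after their values were seen. Those between pilB and pilT and between ebfG1 and ebfG2 lie on the strand of their neighbours and fill nearly all or all of the gap. Their counts can therefore not be told apart from reads of the transcripts of these genes. The RNA between ebfG1 and ebfG2 is the 1 predicted RNA that CM changed in PilB::Tn5.

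**Figure D3:**
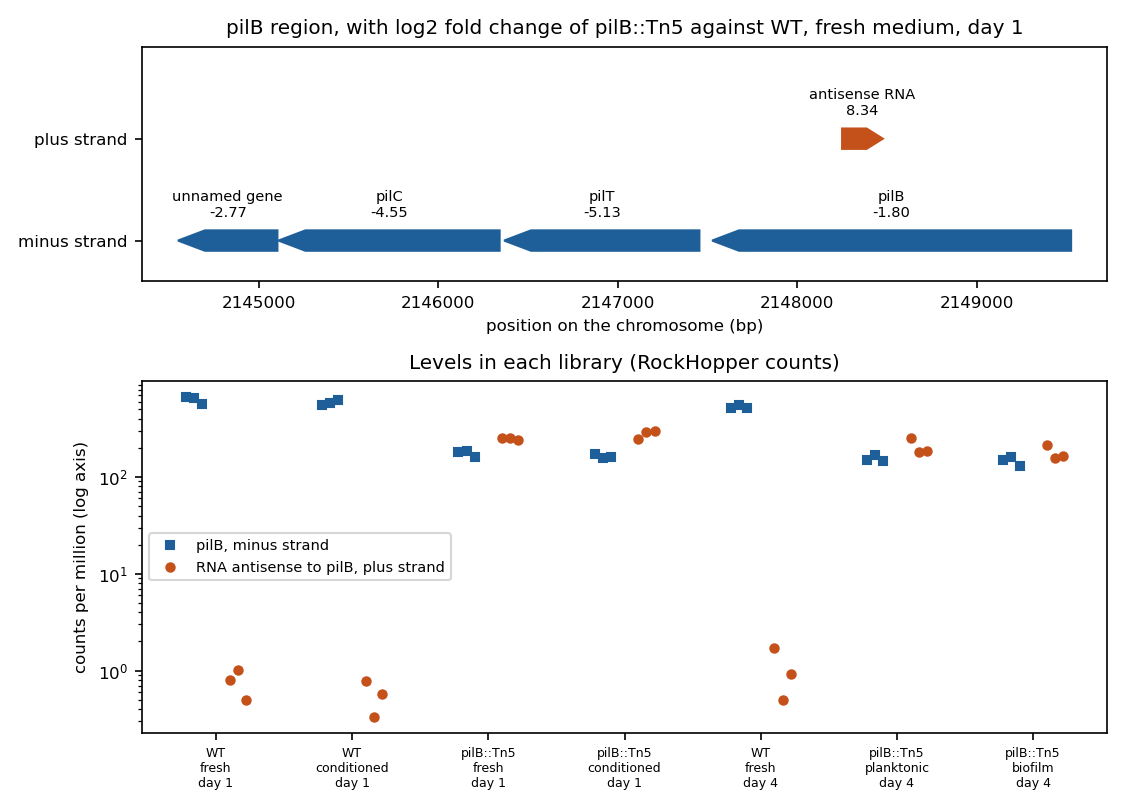
Map of the pilB region with the position on the chromosome in bp, genes as arrows on their strand and the log2 fold change of PilB::Tn5 against WT in fresh medium on day 1, above the level of pilB and of the RNA antisense to it in each library, in CPM of the second set of counts on a log axis. The antisense RNA lay between 157 and 300 CPM in PilB::Tn5 and at no more than 1.70 in WT.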

Values the study reported

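The study reports that 1,776 of 2,729 open reading frames differed between samples and that 118 non-coding RNAs were found, 42 of them antisense. Over its 10 comparisons it lists 1,867 differentially expressed genes, of which 508 passed its fold change threshold, and a gene counted if either of its pipelines called it. For the comparisons that involve CM it gives 10 and 18 such genes in one passage and 10 for each strain in another, and for the mutant biofilm over time 344, with 148 up and 196 down. For planktonic mutant cells over time it gives 61 up and 24 down. It gives 54 genes up and 38 down in the mutant on day 1 in both media, and 39 up and 5 down both in the mutant on day 1 and in WT over time.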

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

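The interactions were fixed as tests before the data were examined, as were the fits with a library left out or a block, but the use of these fits as tests of the ebfG pattern at the end of this part was chosen only after the result was seen. The change from day 1 to day 4 differed between planktonic PilB::Tn5 and WT for 28 genes by a test of the difference itself, which is what singled out the following values. The difference on the log2 scale was -1.53 for pilA1.1, -1.35 for pilA1.2, 3.67 for ebfG1, 3.96 for ebfG3, 3.83 for ebfG4 and 4.11 for pteB. It was 3.59 for Synpcc7942_1132, -3.90 for Synpcc7942_1542, -3.28 for Synpcc7942_1463 and 1.49 for Synpcc7942_1630. The last 4 loci passed in all 21 alternatives (adjusted p up to 0.0207), whereas the pilin, ebfG and pteB genes did not, as the report gives. As sets, the ebfG-pteB cluster differed by a median of 3.83, the plasmid pANL by -0.36 (camera, adjusted p = 0.00222, and adjusted p = 0.516 with an estimated correlation) and the R-numbered loci by -0.46 (adjusted p = 0.00336, and adjusted p = 0.301 with an estimated correlation). By list tests the response to CM differed between the strains for the ebfG-pteB cluster by a median of -3.35 and for the R-numbered loci by a median of -0.26 (adjusted p = 0.00280, and adjusted p = 0.294 with an estimated correlation). No single gene passed for this difference over all genes with edgeR. Groups of 3 were not tested for outlying libraries.

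In PilB::Tn5 on day 1, the median log2 fold change of ebfG1 to ebfG4 between CM and fresh medium was -3.70 (SE 0.634, adjusted p = 0.0173). Replicate 3 in fresh medium had the highest levels and was picked after the values were seen, and without it the median was -2.78 (SE 0.557) with adjusted p from 0.122 to 0.134. A single high library therefore may carry part of the size, while the direction remained without it and the calls ended with fewer libraries. With the replicate number as a block the median was -3.56 (SE 0.608, adjusted p = 0.0207). Both media hold every replicate number, so a difference between numbers falls on both alike. The block could therefore not remove the fall, and no conclusion is drawn from that fit. Suppression by CM, the biological explanation the design gives, remains open in these data alone because only 3 cultures per medium were measured. The paper cites earlier RT-PCR data that match the fall of the ebfG operon in CM, and earlier work in which CM prevented biofilms of this mutant. Neither was examined here.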

How the results depend on the processing

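Of 206 counts under alternatives other than left-out libraries 171 stayed within 1.5 times and 35 moved, and of 165 counts without 1 library 109 stayed and 56 moved. Of 328 results for named genes in the 10 comparisons 151 passed the threshold, of which 91 did so in every setting and 60 lost the call in at least 1, and 0 reversed. Unless construction shows it, the cause was not tested. With only the groups compared, which leaves fewer libraries to estimate the spread, changed genes numbered 200 (strains in fresh medium), 124 (strains in CM), 0 (CM in PilB::Tn5, also 0 by more than 2-fold), 0 (CM in WT, also 0), 6 (fractions, also 6), 42 (planktonic fraction against WT, 39 by more than 2-fold), 0 (planktonic fraction over time, also 0), 404 (WT over time) and 7 (strain and day). DESeq2 gave 7 for CM in PilB::Tn5 (7 by more than 2-fold), 48 for CM in WT (12), 5 for strain and medium and 55 for strain and day. Library totals alone gave 0 and 0 for CM in WT, 421 for WT over time and 67 genes above 2-fold for the fractions.

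With the replicate number as a block, changed genes numbered 592 for the strains in CM, 106 for CM in WT (19 by more than 2-fold), 666 for the fractions and 601 for the planktonic fraction over time (105), and predicted RNAs 38, 6, 48 and 56. In the other comparisons not every pair of same-numbered libraries correlated above 0.1. Their mean still lay above that of other numbers, as with 0.455 against -0.227 for the strains in fresh medium. There the block gave 778 changed genes for the strains in fresh medium, 962 for the biofilm and 307 for the planktonic fraction against WT and 1073 for WT over time. For strain and day, where pairing was not checked, it gave 113. Predicted RNAs numbered 49, 70 and 31 for the strains in fresh medium, the biofilm and the planktonic fraction against WT and 8 for strain and day. Between the strains in fresh medium the block brought sigF2 (1.77, adjusted p = 0.000463) and Synpcc7942_2096 (-0.97, adjusted p = 0.00394), among others, past the threshold. Of the 21 libraries 19 correlated best with libraries of their own number (mean 0.363, and -0.181 with other numbers). This is a hint from the data, since the labels do not say what a number stands for. By the paper's description, fractions and days may share cultures. Beyond what is given here and in the report, the block changed no call of a named gene or list and moved no count by more than 1.5 times in the paired comparisons, with 1426 changed genes for the biofilm over time.

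Without 1 library, changed genes ranged over 159 to 363 for the strains in fresh medium (93 to 176 by more than 2-fold), 118 to 250 in CM (71 to 125), 0 to 6 for CM in PilB::Tn5 (0 to 6), 0 to 4 for CM in WT (0 to 3), 53 to 550 for the fractions (15 to 92), 314 to 655 for the biofilm against WT (102 to 203) and 84 to 127 for the planktonic fraction against WT (49 to 62). Over time they ranged over 836 to 1027 for the biofilm (274 to 393), 98 to 206 for the planktonic fraction (31 to 63) and 280 to 739 for WT (88 to 250). They stayed at 0 for strain and medium and ranged over 12 to 65 for strain and day and 1420 to 1666 for all groups. Libraries were left out for tests of genes, not for predicted RNAs, lists or overlaps.

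Lists passed in 17 of 60 tests and in 8 with an estimated correlation. With fry the other known biofilm genes also passed, down between the strains in fresh medium (adjusted p = 0.00933) and in CM (0.0224). They passed upward in the biofilm (0.00453) and the planktonic fraction (0.00245) over time. The psbA copies passed downward with fry in the biofilm (0.00205) and in WT (0.00669) over time. In the other direction, pANL lost its call for CM in PilB::Tn5 (0.577) and in WT (0.862) and for the biofilm against WT (0.0582). Among genes above 2-fold, overlaps were 48 up and 29 down for the strains in both media, 42 and 4 for PilB::Tn5 on day 1 and WT over time, 20 and 33 for both fractions against WT and 27 and 22 for both fractions over time, since fewer genes enter. DESeq2 gave overlaps of 127 up for both fractions over time and 1 up for CM in both strains. Under library totals alone the median log2 fold change of all genes was -0.26 for the fractions, -0.23 for the biofilm against WT and 0.10 for the planktonic fraction over time. Depth limits genes with few counts, since 45 of 2730 were not tested, and at 3 libraries a group a change of 1.5-fold was recovered for 24.0% of simulated genes in fresh medium.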

Other observations

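The runs of neighbouring genes and all tests of the patterns below were chosen only after the results were seen, while the comparison with other splits was fixed before. Neighbouring genes on 1 strand that all changed by more than 2-fold in the same direction formed 31 runs of at least 4 genes, with 151 genes counted over the comparisons. A run of 4 genes from 2144549 to 2149525 on the minus strand fell by a median of 3.67 in fresh medium and 3.78 in CM on the log2 scale in PilB::Tn5 against WT. In the direction of transcription pilB is its first gene. The paper describes these 4 genes as a single transcriptional unit and proposes a polar effect of the insertion on those after pilB. It takes the remaining expression of those genes as sufficient, because pilB supplied in trans complemented the mutant in earlier work. A run of 4 genes from 2560946 to 2565164 fell by 2.16 and 2.14 in the same comparisons and by 2.75 in the planktonic fraction against WT on day 4. The 6 genes from 1151670 to 1157019, which hold ebfG1 to ebfG4 and pteB, rose by a median of 8.06 in the biofilm and 7.91 in the planktonic fraction against WT. In both media 4 genes from 1597516 to 1600381 rose, by 3.08 in fresh medium and 3.42 in CM, and they also rose in WT over time by 2.53.

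Between fractions, 5 genes from 1255757 to 1263199 on the minus strand fell in the biofilm by a median of 1.25 on the log2 scale. The biofilm over time held 12 runs with 63 genes, among them 9 genes from 326113 to 333408 with a median of -1.32 and 5 genes from 1630063 to 1638625 with a median of 1.93. A run of 6 genes from 853629 to 863946 changed by -1.58 in the biofilm and by -2.43 in the planktonic fraction over time.

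The R-numbered loci took 39.2% of the counts in the biofilm and 25.8% in the planktonic fraction, a difference of 13.4 percentage points. The 2 most abundant of them carried 100% of it. Lower library totals cannot be told apart from the fraction, since the totals of the fractions did not overlap and share and total correlated above 0 within 3 groups and below 0 within 4, and with the total as a covariate the difference was 12.4 points (SE 2.75). Without these loci the log2 ratio of library totals between the fractions went from -0.30 to -0.59 and that of the TMM-scaled totals stayed at -0.54, and 271 of the 276 calls were kept, so their share did not drive the calls of other genes through TMM, while the choice of scale itself (48 up and 247 down with library totals alone) remains open. The biofilm library had the higher share in 3 of 3 same-numbered pairs, but growth in a biofilm could not be told apart from the way the biofilm RNA was prepared, since fraction and preparation go together.

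The RNA antisense to pilB was at least 157 CPM in PilB::Tn5 libraries and at most 1.70 in WT. Reads of pilB counted on the opposite strand would give more of it in WT, where pilB is higher, so this explanation was excluded. Transcription out of the inserted transposon might give such an RNA, and 12 of 12 PilB::Tn5 libraries lay above all 9 WT libraries, but the transposon sequence was not analysed here and the explanation remains open.

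Other splits of the same libraries were compared with the real groups. In the comparisons of 3 against 3 there are 10 splits, too few for a share under 0.05, and the real count was the highest, in 1 of 10 splits, except for predicted RNAs with CM in WT, where the real count of 0 was reached by all 10 splits and the highest other count was 1. The highest other count was 9 for the strains in CM (229 changed and 97 by more than 2-fold), 1 for CM in PilB::Tn5 (4 and 4), 1 for CM in WT (7 and 3), and for the planktonic fraction against WT 78 for changed genes (128), 30 by more than 2-fold (61) and 8 for predicted RNAs (17). It was 0 for the strains in fresh medium (367), the fractions (276), the biofilm against WT (587), the biofilm over time (1081), the planktonic fraction over time (223) and WT over time (655). With 100 splits, the counts over all groups of 1592 genes and 99 predicted RNAs were reached by 1 split, the real one, against highest other counts of 317 and 37, so that chance was excluded. For the interaction of strain and day 10 splits reached the 28 genes and 13 the 1 predicted RNA, with highest other counts of 461 and 49. For strain and medium all 100 splits reached the counts of 0, with highest other counts of 550 and 40. Splits of an interaction mix libraries of 4 groups, whose main effects then enter the count.

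With CM 4 genes in PilB::Tn5 and 3 in WT changed by more than 2-fold here with edgeR, and 7 and 12 with DESeq2. The edgeR counts are lower than those quoted from the study above, which counts a gene called by either of its pipelines and so by a looser rule than the single fits here, while those of DESeq2 are not all lower, and the cause of the difference was not tested.

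In the planktonic fraction over time 30 genes rose and 28 fell by more than 2-fold here with edgeR, and 45 rose with DESeq2. The study lists more that rose but, although its rule is looser, slightly fewer that fell, and the cause of the difference was not tested.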
